A study of Mus musculus with 10 samples. Its data were reported in "Smchd1 regulates a subset of autosomal genes subject to monoallelic expression in addition to being critical for X inactivation" (2013).

How the data were processed

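RNA was measured by RNA-seq in the embryonic part of placentas from male E14.5 mouse embryos, 5 wildtype (Smchd1 +/+) and 5 homozygous mutant (Smchd1 MommeD1/MommeD1). The placentas came from F1 crosses of a C57Bl6/J sire with an FVB/n dam, so that the FVB/n allele of a gene was maternal and the C57Bl6/J allele paternal. Per the study's methods, a paternally inherited GFP transgene marked the embryonic tissue during dissection. Genotypes were taken from the sample labels, which describe placentas of separate embryos. Replicate numbers 1 to 5 only name the libraries of a genotype, and no library was paired with another.

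Per the labels and the study's methods, the authors mapped reads to mm10 with TopHat2 2.0.6 and Bowtie2 2.0.2. The deposited allele table was made by the authors from SNPs called in the RNA-seq reads with SAMtools 0.1.18 and placed on RefSeq genes. It holds whole-number counts of reads with the reference (C57Bl6/J) and the variant (FVB/n) base per SNP and library, which the authors did not normalise. It also holds the authors' fraction of variant reads, deposited where a SNP had at least 10 reads in a library. The authors' p-value in that table is from a comparison of mean allelic fractions between genotypes and is unadjusted. The deposited expression table holds the authors' Cuffdiff 2.0.2 output, that is FPKM per genotype with a p-value and a q-value per gene, and no values per library. SNP filters and the gene annotation given to Cufflinks 2.0.2 are not stated in the sources used here.

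Of 53888 listed SNPs, 60 repeated a position and were dropped, which left 53828. Exactly 1 gene symbol was given for 44911 SNPs, 13.7% had no symbol and 2.86% had several. SNPs with a single symbol were summed per gene. A read that spans several SNPs of a gene was therefore counted at each of them, and sums over SNPs exceed the number of separate reads. Recomputed fractions differed from the deposited fractions by more than 0.001 in 0 values. Positions were checked against GENCODE release M21 transcripts of the same build: counted from 1, the reference base matched at 100% of 18660 exonic SNPs, against 23.3% when counted from 0. At most 8045 reads covered a SNP in a library, and 8 SNPs reached 7500 reads.

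Per library, 2094254 to 2363034 reads covered SNPs. The median tested gene had 102 to 119 reads per library and the median tested SNP 38 to 45. Chi-square tests of reads per gene gave 4.61 to 49.9 per degree of freedom over all pairs of libraries, a measure raised by reads counted at several SNPs. With 1 SNP per gene, where a read counts once per gene (4035 genes, chosen after seeing the data), it was 2.03 to 17.3, so no 2 libraries agreed within sampling noise. Each library was counted as a replicate because the labels describe placentas of separate embryos.

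Allelic shifts were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3 on the reads of both alleles, with a term for each library, a term for the allele and the allele by genotype interaction. Genes, or SNPs, needed at least 10 reads in every library, which 5271 genes and 19633 SNPs had. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Genes within 10 Mb of Smchd1 on chromosome 17 were counted apart, because FVB/n alleles linked to the mutation were retained in the mutant line. Total reads over the SNPs of a gene (both alleles) were used as a measure of expression per library, tested with edgeR after TMM normalisation and filterByExpr, and given as CPM (reads scaled to the normalised library size). This measure covers parts of transcripts and genes with SNPs only. Shares of an allele over a set of genes were compared by a two-sided exact permutation test over all assignments of the 10 libraries, whose smallest possible p was 0.00794. Principal components were taken on log2 CPM over 4468 genes.

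From the authors' expression table, genes with status OK were used (15046 of 25021 entries). The fold change was recomputed as log2 of mutant over wildtype FPKM, with 0.1 added to each, for genes with at least 0.1 FPKM in the higher genotype. Added amounts of this kind understate the change of weakly expressed genes. The columns of that table are headed by a letter for each genotype. They were read as mutant and wildtype from the naming of the study's companion embryo table, and the reads over SNPs of labelled libraries had the same direction for 8 of 8 genes called by those reads. The log2 fold change column of the table was not used. The medians of 22 gene lists were set beside 10000 random lists of the same size matched on mean FPKM in 20 bins, which describes these group values and is not a test. The lists held the Igf2r, Snrpn and Kcnq1 imprinted clusters, maternally and paternally expressed imprinted genes, clustered protocadherins and Klra receptors. They also held markers of spongiotrophoblast and glycogen cells, giant cells, syncytiotrophoblast and labyrinth, decidua, endothelium and pericytes, erythroid cells, macrophages, neutrophils and yolk sac endoderm. The remaining lists were aryl hydrocarbon response, matrix metalloproteinase, hypoxia, apoptosis, SMC complex and silencing cofactor genes.

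The groups, tests, gene lists, 10 Mb window, alternatives and the rule for named genes were fixed before the data were examined. By that rule the text names genes with q below 0.05 in the authors' table and up to 4 members of each list with the largest fold change at 1 FPKM or more. For allele shares it names tested members of the 3 imprinted clusters, other imprinted genes past the threshold, called genes outside the window whose genotypes did not overlap (at most 10), and inside the window the 5 called genes nearest Smchd1 and the outermost on each side. For reads over SNPs it names Smchd1 and the 10 called genes with the largest fold change. Smchd1, Mmp12, Cyp1a1, Apoa1, Slc22a3 and Igf2r are named because the study named them. Snrpn, Ube3a, Atp10a, Pcdhb22, Lama1, Serpina1b, Slc5a5, Vldlr, Cbx7, Pisd, Slc16a3, Grb10, Asb4, H19, Smoc1, Phf17 and, outside a list test, Sfmbt2 were chosen after their values were seen. So were the genes of the yolk sac list given per library and the members given with a list's adjusted calls. The match of Klra receptors was narrowed after the table was seen, because a name prefix had taken in an unrelated gene.

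Alternatives were limma 3.58.1 on the FVB/n share or on the log2 odds (0.5 added to each allele), DESeq2 1.42.0, TMM factors per library and allele, 5 or 20 reads in place of 10, the SNP with most reads per gene, a 5 Mb window, chromosome 17 counted apart, 1 FPKM in place of 0.1 as the amount added or as the floor, and each library left out in turn. Chosen after seeing the data were fits without SNPs of 7500 reads or more, fits without wildtype replicate 1 and mutant replicate 1, the imprinted list without Sfmbt2, the aryl hydrocarbon list without Cyp1a1, and the level of each gene list per library by reads over SNPs (mean log2 of CPM + 1). Exact binomial (Clopper-Pearson) 95% intervals for shares in a single library, and the limit of 3 counts behind a count of 0, cover counting error only, since reads without molecular identifiers are not independent molecules.

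The fits were tested on simulated data with 200 genes changed. For allelic shifts over 5271 genes, a change in share of 0.1 was recovered for 57% of changed genes and a change of 0.2 for 88%, and above the median depth for 84.9% and 100%, with 8 false calls. Only genes with intermediate wildtype shares were changed, reads were drawn as independent, and all genes had the same extra spread between libraries (overdispersion 0.002). These rates need not hold for genes with a strong allelic bias or with reads counted at several SNPs. For reads over SNPs of 5954 genes, 83% of 2-fold and 96% of 4-fold changes were recovered with 8 false calls. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.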

Results

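Transcripts of the embryonic placenta were measured by RNA-seq in 10 male F1 embryos at E14.5, 5 wildtype (Smchd1 +/+) and 5 homozygous for MommeD1, an ENU-induced mutant allele of Smchd1. Smchd1 is a noncanonical SMC protein with a role in gene silencing on the inactive X chromosome. Because the sires were C57Bl6/J and the dams FVB/n, reads over SNPs were used to separate the maternal (FVB/n) from the paternal (C57Bl6/J) allele. This did not hold at every SNP, as the X-linked SNPs below show. The comparisons addressed which placental genes depend on Smchd1 for their level and which for expression from a single parental allele. Each library had 2094254 to 2363034 reads over SNPs.

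Smchd1 itself, on chromosome 17 from 71344489 to 71475343 (mm10), was lower in every mutant placenta. Reads over its 6 SNPs averaged 135 ± 11.7 CPM in wildtype and 33.5 ± 2.67 CPM in mutants (SD, n = 5 each), and the level fell by 2.01 on the log2 scale, past the edgeR threshold in every alternative run. In the authors' deposited table Smchd1 had 28.1 FPKM in wildtype and 5.50 FPKM in mutants.

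The authors' deposited table held 4 calls among 15046 genes at q below 0.05, 1 higher and 3 lower in mutants. Besides Smchd1 (log2 fold change −2.33, q = 7.75e-09), the authors' Cuffdiff test called Mmp12, a macrophage elastase, which was 6.11-fold higher in mutants (8.26 against 1.35 FPKM, q = 1.36e-07). Cyp1a1, a cytochrome P450 induced through the aryl hydrocarbon receptor, was 4.59-fold lower in mutants in the authors' deposited table (0.741 against 3.4 FPKM, q = 0.00231). Apoa1, the main apolipoprotein of HDL, was 4.02-fold lower (6.03 against 24.2 FPKM, q = 0.0324). By reads over SNPs Apoa1 was not called, and its log2 fold change of −2.11 over all libraries was −0.28 without wildtype replicate 1. At q below 0.10 the authors' deposited table held 6, the additional 2 being Mmp1a, a collagenase (29.6 against 13.1 FPKM, q = 0.0857), and Apob, the apolipoprotein of LDL (1.28 against 3.90 FPKM, q = 0.0857). The table gives no values per library, so its calls were checked between replicates only through reads over SNPs, which Mmp12 lacked, and the reading of its columns as mutant and wildtype rests on their names and on the reads over SNPs of labelled libraries.

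Genes of the Snrpn imprinted cluster on chromosome 7 lay above 0 by very unequal amounts in the authors' deposited table. The 7 measured members had a median log2 fold change of 0.51 (percentile 100 among random lists), with Ube3a (0.0162) and Atp10a (0.0761) almost unchanged and Snrpn at 0.268. Peg12 stood at 1.56 against 0.521 FPKM, Ndn, which encodes necdin, at 45.6 against 25.7 FPKM, Magel2 at 15.6 against 10.9 FPKM and Mkrn3 at 1.08 against 0.714 FPKM. Ndn passed when adjusted over the list alone, and 0 members passed over all genes by Cuffdiff, with 3 at an unadjusted p below 0.05. The study states that this cluster has no SNPs between the strains used, so no check per library or per allele was possible. Adding 1 FPKM instead of 0.1 lowered the median to 0.28.

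The other imprinted lists showed smaller differences in level in the authors' deposited table. Igf2r cluster genes had a median of 0.13 over 4 members (percentile 96.4), with Slc22a3 at 74.5 against 56.4 FPKM, Igf2r at 59.1 against 66.2 FPKM, Slc22a1 at 1.04 against 0.684 FPKM and the noncoding Airn at 6.85 against 7.54 FPKM, and 0 were called when adjusted over the list alone or over all genes. Kcnq1 cluster genes had a median of −0.00 over 12 members (percentile 21.4). Ascl2, a transcription factor of trophoblast progenitors, stood at 15.5 against 7.84 FPKM and was the 1 call when adjusted over the list alone, while Tssc4 (0.70), Slc22a18 (−0.36) and Phlda2 (0.26) were not called, and 0 were called over all genes. Maternally expressed imprinted genes had a median of 0.02 over 34 members (percentile 46.8), with 0 calls adjusted over the list alone and Cobl (−0.67) and Meg3 (−0.58) lowest. Paternally expressed imprinted genes had a median of 0.07 over 31 members (percentile 99.1) and 1 call adjusted over the list alone, Ndn, with 0 over all genes. Ndn is the gene already given for the Snrpn cluster, so this call is not separate from that list. The median was not taken without the genes that both lists hold. Of these 4 lists taken in turn, 0, 1, 1 and 3 members had an unadjusted p below 0.05. Only 2 protocadherin entries were measured, with 0 calls. The entry that joins the alpha and gamma clusters stood at 18.02 against 17.06 FPKM and Pcdhb22 at 0.3945 against 0.1549 FPKM. No Klra receptor was measured.

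Yolk sac endoderm markers were the list with the lowest median in the authors' deposited table. Their median log2 fold change was −1.12 over 20 members (percentile 0), and 18 members were below 0. Spink3 stood at 1.17 against 5.36 FPKM, Apoa1 as given above, Afp, the fetal albumin-like protein, at 27.4 against 96.6 FPKM and Ttr, which carries thyroxine, at 3.08 against 9.37 FPKM. When adjusted over the list alone 7 members passed (Afp, Alb, Apoa1, Apob, Fgg, Spink3 and Ttr), against 1 over all genes. For the 6 list genes with reads over SNPs, the median difference lay mostly in a single wildtype placenta, and the other members had no value per library. Afp reads were 855 CPM in wildtype replicate 1 and 28.5 to 122 CPM in the other wildtype libraries, and Apoa1 reads were 194 CPM there and 5.92 to 24.9 CPM in the others. Over the 6 list genes with reads, the difference between genotypes in mean log2 CPM was −0.47 (exact permutation p = 0.556), and 0.00 without wildtype replicate 1 and mutant replicate 1 (exact permutation p = 1).

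Markers of placental cell types differed little between genotypes in the authors' deposited table. Spongiotrophoblast and glycogen cell genes had a median of 0.09 over 15 members (percentile 98.1) and 1 call adjusted over the list alone, Ascl2, with Prl3a1 at 0.44, Aldh1a3 at 0.38 and Prl7b1 at −0.27. Giant cell genes had a median of −0.04 over 12 members (percentile 0.11) and 0 calls, with Prl2c2 at −0.40 and Prl2c3 at −0.36. Syncytiotrophoblast and labyrinth genes had a median of 0.02 over 16 members (percentile 17.1). The glucose transporter Slc2a3 stood at 11.4 against 23.1 FPKM (q = 0.212) and was the 1 call adjusted over that list alone, and Gcm1 (−0.49), Tfrc (−0.43) and Cebpa (−0.36) were not called. Decidual genes had a median of −0.10 over 16 members (percentile 0.01) and 0 calls, with Wnt6 at 1.45 against 0.490 FPKM, Prl8a2 at −0.78 and Prl3c1 at 0.50. Endothelial and pericyte genes had a median of 0.00 over 14 members (percentile 15.2) and 0 calls, with Sox18 at 0.23 and Vwf at −0.23. Over all genes, 0 members of these 5 lists were called by Cuffdiff, with 1, 0, 1, 1 and 0 at an unadjusted p below 0.05.

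Of the blood cell lists, erythroid and macrophage genes had medians above those of most random lists in the authors' deposited table and the neutrophil median was close to 0, without a call. Erythroid genes had a median of 0.24 over 10 members (percentile 100), with Hbb-b1 at 0.43, Epor at 0.40 and Hba-a1 at 0.37. Macrophage genes had a median of 0.24 over 14 members (percentile 100), with the complement genes C1qa at 0.55, C1qb at 0.43 and C1qc at 0.32. Neutrophil genes had a median of 0.00 over 5 members (percentile 44.9), with S100a8 at −0.71. In each of the 3 lists 0 members were called by Cuffdiff, adjusted over the list alone or over all genes, and 0 had an unadjusted p below 0.05. Per library by reads over SNPs, the genotypes differed by 0.03 for erythroid genes (exact permutation p = 0.952) and by 0.33 for macrophage genes (exact permutation p = 0.270), on the log2 scale.

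Among response lists, aryl hydrocarbon response and matrix metalloproteinase genes held called members. Aryl hydrocarbon response genes had a median of −0.32 over 5 members (percentile 0.22) in the authors' deposited table, with 1 call, Cyp1a1, over all genes and adjusted over the list alone, and Ahr at −0.33, Nqo1 at 0.30 and Tiparp at −0.14. By reads over SNPs the mean over 3 members was lower by 0.88 in mutants, 5.48 ± 0.117 in wildtype against 4.61 ± 0.189 in mutants in mean log2 CPM (SD, n = 5 each, exact permutation p = 0.00794, the smallest possible). That p was 0.143 after adjustment over the 18 lists tested. A single list at the smallest possible p cannot fall below that value, so this adjustment could not call it. Most of the difference came from Cyp1a1, and without it the mean over the other 2 was lower by 0.264 (exact permutation p = 0.0317). Metalloproteinase genes had a median of 0.11 over 11 members (percentile 98.2), with 2 calls adjusted over the list alone, Mmp12 and Mmp1a, and 1 over all genes, and with Mmp15 at 0.23 and Mmp2 at −0.19. By reads over SNPs 5 other members were 0.32 higher (exact permutation p = 0.0476, adjusted 0.429), and 0.28 higher without wildtype replicate 1 and mutant replicate 1 (exact permutation p = 0.114).

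The last response lists in the authors' deposited table had medians close to 0 and 0 calls, adjusted over the list alone or over all genes by Cuffdiff, with 0 members at an unadjusted p below 0.05. These were hypoxia (−0.03 over 11 members, percentile 3.59, Vegfa at −0.33), apoptosis (0.03 over 11, percentile 64.2, Cdkn1a at 0.22), SMC complexes (−0.01 over 14, percentile 14.96, Stag2 at −0.17) and silencing cofactors (−0.04 over 17, percentile 1.68, Dnmt3l at −0.56). X-linked genes showed no general rise in these male placentas, with a median log2 fold change of −0.01 over 446 genes against 0.02 for autosomal genes. Cuffdiff called 0 of the X-linked genes, with 8 at an unadjusted p below 0.05.

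**Figure D1:**
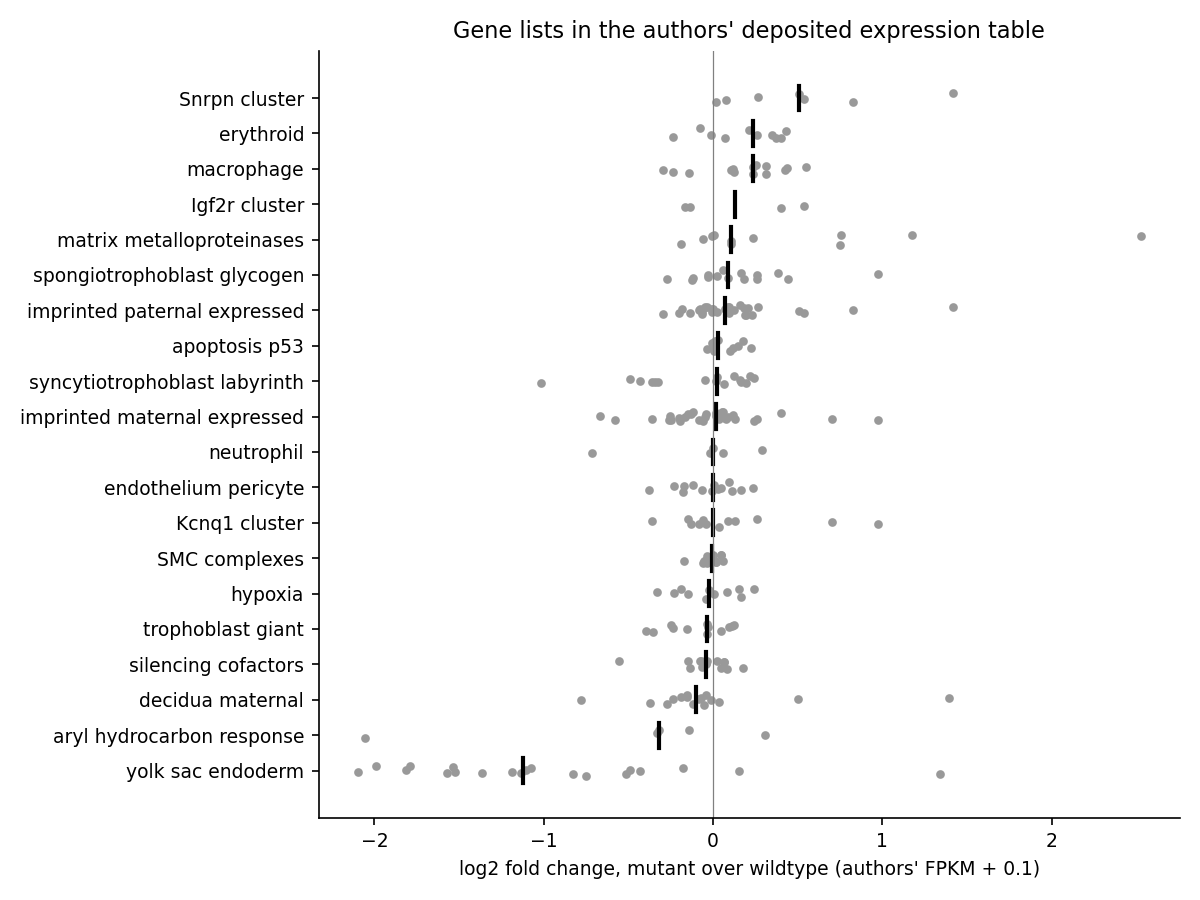
Log2 fold change, mutant over wildtype, of each measured gene (grey points) in 20 gene lists of the authors' deposited table, with the median of each list as a black bar and 0.1 FPKM added to each value. Points are authors' group values without an error, and the yolk sac endoderm list has the lowest median (−1.12) and the Snrpn cluster the highest (0.51).

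Reads over SNPs, which give a level per library, called 8 of 5954 genes, 4 higher and 4 lower in mutants (edgeR). Crlf2, the receptor subunit for the cytokine TSLP, rose from 217 ± 11.5 to 370 ± 31.2 CPM (log2 fold change 0.77, SE 0.08, adjusted p = 0.000625). S100a14, an epithelial calcium-binding protein, fell from 34.6 ± 11.7 to 5.34 ± 1.80 CPM (−2.70, SE 0.31, adjusted p = 0.00225). Cyp1a1 fell from 9.26 ± 1.63 to 1.59 ± 1.07 CPM (−2.48, adjusted p = 0.0290) and the glutathione transferase Mgst1 from 92.3 ± 22.3 to 46.4 ± 6.62 CPM (−0.99). Ptprn2 rose by 1.2 on the log2 scale, the IgG receptor Fcgr3 by 0.73 and the GM-CSF receptor chain Csf2ra by 0.63 (SD, n = 5 each). All 8 genes, Smchd1 included, had the same direction in the authors' deposited table. The S100a14 and Crlf2 values there were 1.57 against 9.54 and 53.1 against 27.5 FPKM, and their q was 1.

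Smchd1, Crlf2 and S100a14 were called by edgeR with every library left out in turn, and the other 5 genes were each lost without some libraries. The count was 3 without wildtype replicate 3, wildtype replicate 4, mutant replicate 1 or mutant replicate 4. It was 4 without wildtype replicate 5, mutant replicate 2 or mutant replicate 3, and 5 without wildtype replicate 2 or mutant replicate 5. Without wildtype replicate 1 it was 10, with Serpina1b, Slc5a5 and Vldlr added. DESeq2 called 20 genes, and 308 had an unadjusted p below 0.05 by edgeR. Slc22a3 stood at 467 ± 77.6 and 611 ± 85.0 CPM and Igf2r at 385 ± 42.8 and 338 ± 31.98 CPM in wildtype and mutants (SD, n = 5 each), neither called. Mmp12 had no reads over SNPs that could be tested. When adjusted over a fixed list alone, Slc22a3 in the Igf2r cluster, Ahr and Cyp1a1 in the aryl hydrocarbon list and Vegfa in the hypoxia list passed, against Cyp1a1 over all genes.

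**Figure D2:**
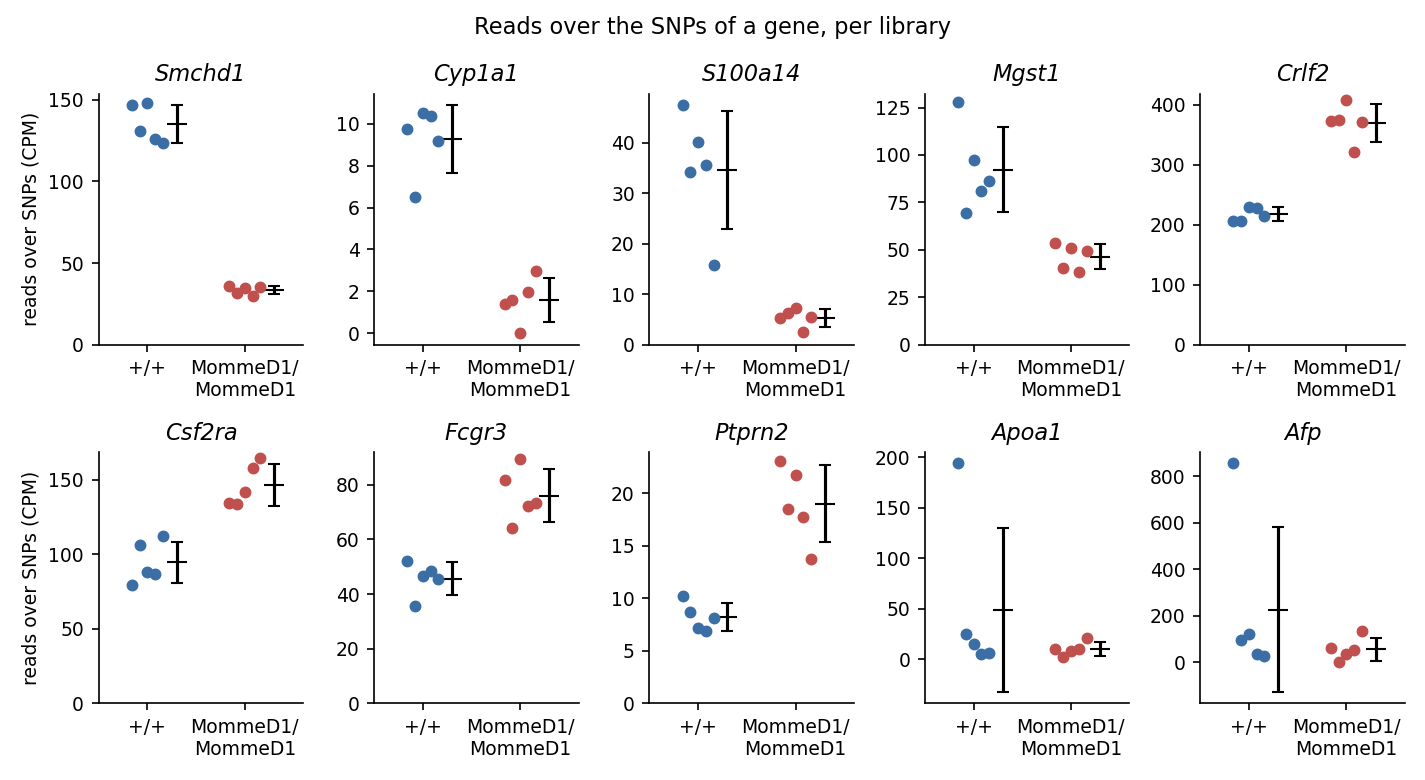
Reads over the SNPs of 10 genes in CPM (scaled to library size), with 1 point per library, wildtype in blue and mutant in red, and the mean ± SD of each genotype in black (n = 5). Smchd1, Cyp1a1, S100a14 and Mgst1 are lower and Crlf2, Csf2ra, Fcgr3 and Ptprn2 higher in mutants, while Apoa1 and Afp are highest in wildtype replicate 1 at 194 and 855 CPM.

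Both genotypes held a library that stood apart from the rest in expression. Wildtype replicate 1 and mutant replicate 1 scored 21.8 and 15.04 on the first principal component, which took 41.6% of the variance, and the other 8 libraries scored −12.0 to 3.66. These libraries differed from each other by a chi-square of 6.20 per degree of freedom and from the others by 15.2 to 49.9, against 4.61 to 12.6 among the others. Compared with the others they had lower spongiotrophoblast and glycogen cell genes (−1.26 in mean log2 CPM) and giant cell genes (−0.72). Yolk sac endoderm genes were high in wildtype replicate 1 alone (mean log2 CPM 7.348, against 5.019 in mutant replicate 1). Since each genotype held such a library, they did not separate the genotypes. Without both, 6 genes were called by edgeR, of which 4 (Smchd1, Crlf2, S100a14 and Mgst1) were among the 8, while Cyp1a1, Ptprn2, Fcgr3 and Csf2ra were lost and Slc5a5 and Serpina1b were added.

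Slc22a3, an organic cation transporter of the Igf2r imprinted cluster, lost most of its maternal bias in mutants. The maternal FVB/n allele gave 0.902 ± 0.0187 of its reads in wildtype and 0.564 ± 0.0137 in mutants (SD, n = 5 each), and every mutant placenta (0.549 to 0.584) lay below every wildtype placenta. The gene spans chromosome 17 from 12418960 to 12507704 on the minus strand (mm10, ENSMUSG00000023828), and its 5 SNPs, 4 in the 3′ UTR and 1 in a coding exon, had 694 or more reads together in each library. The shift was −2.82 in log2 odds (SE 0.10, edgeR adjusted p = 4.03e-14), and the exact permutation p for the share was 0.00794, the smallest possible. Each of the 5 SNPs passed alone. In contrast Igf2r, which encodes the mannose 6-phosphate and IGF2 receptor (chromosome 17, 12682406 to 12769664), kept mostly maternal reads in both genotypes, 0.931 ± 0.0186 in wildtype and 0.920 ± 0.020 in mutants (exact permutation p = 0.373). The 4 Igf2r SNPs are in coding exons and had at least 562 reads in each library, and the difference of −0.01 lay within the spread between replicates. Other genes of the cluster could not be tested. The study chose both genes on these libraries, so these values give no independent evidence.

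**Figure D3:**
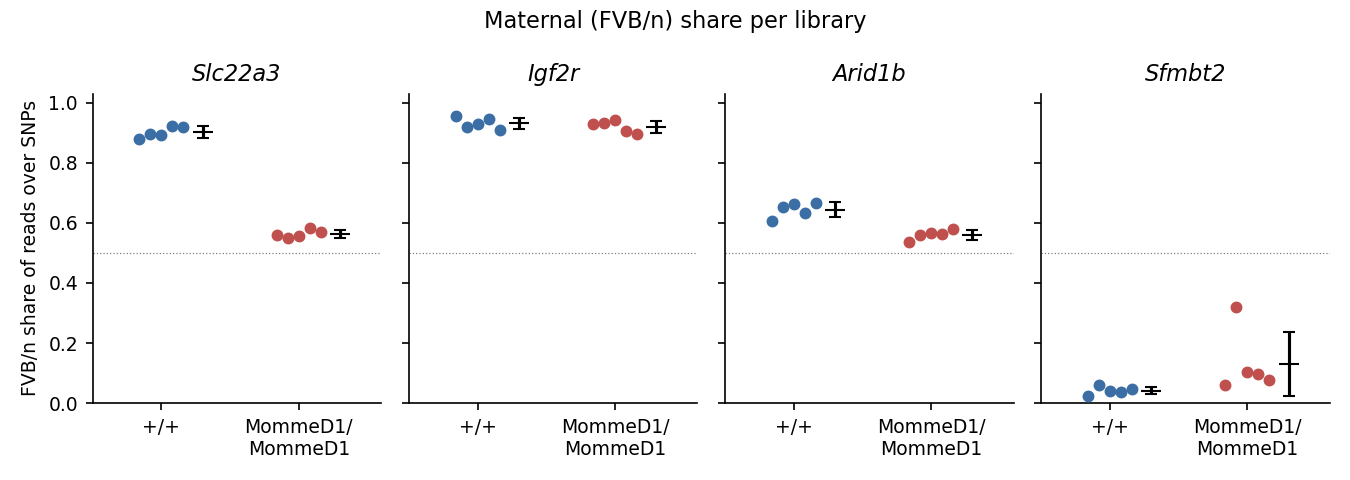
Share of FVB/n (maternal) reads for Slc22a3, Igf2r, Arid1b and Sfmbt2, with 1 point per library, the mean ± SD of each genotype in black (n = 5) and a dotted line at equal shares. Slc22a3 falls from 0.902 to 0.564 in mutants, Igf2r stays at 0.931 and 0.920, and a single mutant library of Sfmbt2 lies at 0.319.

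Outside the window around Smchd1, 3 genes besides Slc22a3 shifted by far smaller amounts. Arid1b, a subunit of the BAF chromatin remodelling complex on chromosome 17 (4994332 to 5347656), went from an FVB/n share of 0.643 ± 0.0247 to 0.561 ± 0.0163 (log2 odds −0.50, SE 0.08, edgeR adjusted p = 0.00377) over 9 exonic SNPs, 7 of them coding. H2-D1, a class I histocompatibility gene also on chromosome 17 (35262730 to 35267499), went from 0.343 ± 0.00905 to 0.384 ± 0.00838 (edgeR adjusted p = 0.0263). Psg18, a pregnancy-specific glycoprotein gene of spongiotrophoblast, went from 0.301 ± 0.00947 to 0.275 ± 0.00615 (edgeR adjusted p = 0.0299, SD, n = 5 each). Both are members of families of closely related genes whose reads the mapping could have mixed, so their shifts are uncertain. DESeq2 called the same 4 genes and limma on the shares or on the log2 odds called 1, Slc22a3. With chromosome 17, which carries Smchd1, counted apart, 1 called gene was left, Psg18. Whether the shift of H2-D1 reflects linkage to the mutation was not tested. Arid1b was kept with every library left out in turn but lost by limma on the shares, by limma on the log2 odds and with the deepest SNP alone. H2-D1 was lost without wildtype replicate 2 or 4 or mutant replicate 2, 3, 4 or 5. Psg18 was lost without wildtype replicate 4 or 5 or mutant replicate 2, 3, 4 or 5, with TMM factors per library and allele and with the deepest SNP alone. The count was 2 without mutant replicate 3 or mutant replicate 4 and 6 without wildtype replicate 3.

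A stretch of chromosome 17 around Smchd1 gave mostly FVB/n reads in mutants. The 10 called genes within 10 Mb ran from Tgif1 (first SNP at 70844412) to Ttc27 (first SNP at 74770280). A called single SNP in Lama1, at 67752883, lay beyond Tgif1. Its FVB/n share was 0.58 ± 0.235 in wildtype and 0.919 ± 0.168 in mutants (SD, edgeR adjusted p = 0.0136), and the genotypes overlapped. The study described FVB/n sequence linked to the mutation that was retained in its C57Bl6/J line. Smchd1 rose from an FVB/n share of 0.328 ± 0.0297 to 0.994 ± 0.0144, Lpin2, a phosphatidate phosphatase, from 0.437 ± 0.0120 to 0.997 ± 0.00235, Myl12a, a myosin light chain, from 0.421 ± 0.0104 to 0.986 ± 0.0114 and Myl12b from 0.584 ± 0.124 to 0.997 ± 0.00291 (SD, n = 5 each). The called Smchd1 SNPs at 71344690 and 71365123 had mean shares of 0.464 and 0.467 in wildtype and 1 in mutants. The lower wildtype sum of Smchd1 therefore came from SNPs that were not called and is no sound measure of its allele balance. Ypel5 went from 0.481 ± 0.0302 to 0.999 ± 0.00130, and Ehd3, Birc6 and Tgif1 reached 1, with 0 reference reads among 203, 119 and 260 reads in mutants, which allows shares of up to 1.48%, 2.52% and 1.15%. Summed over all SNPs, Spast and Ttc27 had FVB/n shares of 0.917 ± 0.00958 and 0.828 ± 0.0392 in mutants, while the called SNPs had 0.995 or more in Spast and 0.991 in Ttc27, so the reference reads lay mostly at SNPs that were not called. Over the edgeR, limma and DESeq2 alternatives, the adjusted p of Ttc27 was 2.97e-05 at most.

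**Figure D4:**
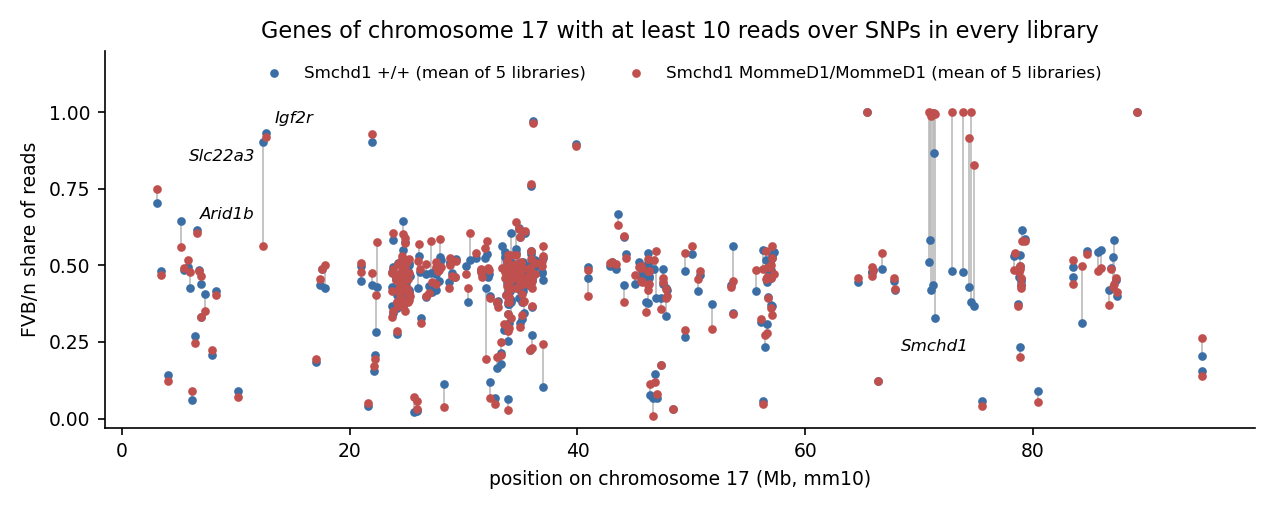
FVB/n share of reads for the tested genes of chromosome 17 by position in Mb (mm10), with the mean of the 5 wildtype (blue) and 5 mutant (red) libraries joined by a grey line. The mutant means rise towards 1 in the stretch around Smchd1, and Slc22a3 is lower in mutants (0.902 and 0.564).

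Single SNPs gave 12 shifts outside the window and 42 inside it (edgeR). The 12 were the 5 of Slc22a3, 4 in the 3′ UTR of Sfmbt2, which is expressed from the paternal allele in extraembryonic tissue, and 1 each in H2-D1, Slc16a3 and Pisd. At the Sfmbt2 SNP at 10590926 on chromosome 2 the FVB/n share was 0.0319 ± 0.0174 in wildtype and 0.138 ± 0.0939 in mutants (SD, n = 5 each, edgeR adjusted p = 0.00518). Without mutant replicate 1 the count outside was 31, 25 of them with more FVB/n reads in mutants and many in Cbx7, and without mutant replicate 5 it was 19. It was 19 with at least 5 reads in every library. Adjusting the authors' deposited p-values by the Benjamini-Hochberg method left 27 SNPs, 21 inside the window and 6 outside, of which 5 were in Slc22a3.

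Imprinted genes other than Slc22a3 showed no loss of single-allele expression that passed over all genes. Over 15 maternally expressed genes, the paternal allele gave 0.393 ± 0.0224 of reads in wildtype and 0.420 ± 0.0338 in mutants (SD, n = 5 each, exact permutation p = 0.167). Restricting the list to the 7 genes with at least 0.7 of reads from the expected allele gave 0.167 ± 0.0285 and 0.232 ± 0.0187 (exact permutation p = 0.00794), a difference of 0.0649 that was 0.0194 without Slc22a3 (exact permutation p = 0.286). Over 10 paternally expressed genes, the maternal allele gave 0.101 ± 0.0102 in wildtype and 0.116 ± 0.0177 in mutants (SD, n = 5 each, exact permutation p = 0.127), and with at least 20 reads in every library (9 genes) the difference of 0.0236 had an exact permutation p of 0.0397. That difference was not stable, at 0.00249 with at least 5 reads (12 genes, p = 0.849), 0.00679 without Sfmbt2 (p = 0.365) and 0.00826 without mutant replicate 2 (p = 0.254), each by exact permutation. When adjusted over the list alone, 1 of 15 maternally expressed genes passed (Slc22a3, also over all genes), and 2 of 10 paternally expressed genes, Sfmbt2 and Inpp5f, against 0 over all genes by edgeR (unadjusted p = 0.000522 and 0.00839). Sfmbt2 went from an FVB/n share of 0.0419 ± 0.0130 to 0.132 ± 0.106 and passed over all genes without mutant replicate 1 or without mutant replicate 2, at log2 odds of 1.89 and 1.07. Inpp5f had 0 FVB/n reads among 124 in mutants, which allows a share of up to 2.42%, and 0.0618 ± 0.0761 in wildtype. In the Igf2r cluster 1 of 2 tested genes passed adjusted over the list alone. In the Kcnq1 cluster 0 of 3 did, the FVB/n shares in wildtype and mutants being 0.0722 and 0.0801 for Cdkn1c, 0.539 and 0.522 for Dhcr7 and 0.467 and 0.454 for Osbpl5. Cdkn1c and H19 are expressed from the maternal allele yet had mostly reference reads in both genotypes, so the share at their SNPs is no sound measure of imprinting. Dhcr7 and Osbpl5 already gave similar reads from both alleles in wildtype. No tested gene of the Kcnq1 cluster could therefore show a loss of imprinting, and the 0 of 3 does not tell whether it was kept. Cdkn1c and H19 are among the 15 maternally expressed genes averaged above, and neither is among the 7. Others of the 15, such as Osbpl5 and H13, had no clear allelic bias in wildtype, so a loss could show in only part of the 15.

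The overall allele balance was close to equal between the genotypes, and no difference passed the threshold. The median FVB/n share over 5153 autosomal genes outside the window was 0.449 ± 0.00232 in wildtype and 0.447 ± 0.00281 in mutants (SD, n = 5 each, exact permutation p = 0.190). In these males the X chromosome is maternal, and 70.9% of 175 X-linked SNPs had an FVB/n share of at least 0.9 while 26.9% lay below 0.5. At the latter X-linked SNPs most reads did not mark the maternal allele, and this share need not hold for autosomal SNPs.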

Values the study reported

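The study reported that 4 RefSeq genes differed in expression between the genotypes in placenta, namely Smchd1, Mmp12, Cyp1a1 and Apoa1, at an adjusted P below 0.05. The study reported 5 placentas of each genotype at E14.5. It described expression from FVB/n alleles alone in mutants over a region of chromosome 17 that runs from Tgif1 at position 70844412 to Ttc27 at position 74770280 (mm10). The study also reported that the change at Slc22a3 was seen in placentas of the reverse cross, which are not among the files analysed here.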

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

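The tests of the yolk sac pattern, the tests of Sfmbt2 without mutant replicate 2 and over Smoc1 and Phf17, and the list levels per library were chosen after the results were seen. A library was singled out where its gap to the nearest library of its genotype took more than 0.71 of the range of the 5. This happened in 10 of 116 groups of 5 values, where chance alone gives about 1 in 20. The libraries named here repeat those that stood apart in expression, except mutant replicates 2 and 3 and wildtype replicate 2.

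Wildtype replicate 1 had far more reads of yolk sac endoderm genes than any other library of its genotype, with 855 CPM of Afp, 194 CPM of Apoa1 and a mean log2 CPM of 7.348 over the list. Mutant replicate 2 lay below the other mutants on that list at 3.06. Spongiotrophoblast and glycogen cell genes were lowest in wildtype replicate 1 (mean log2 CPM 8.888) and in mutant replicate 1 (9.318).

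The lower yolk sac endoderm genes of mutants in the authors' deposited table were set against 3 explanations, and the dissection kept GFP-bright tissue, which would not remove extraembryonic tissue of the embryo itself. Tissue of the FVB/n dam is argued against, since the FVB/n share of these reads in wildtype replicate 1 was 0.448 (95% interval 0.432 to 0.464, 3862 reads). Yolk sac or similar tissue in that 1 library has the values it needs, since the median over the 6 list genes with reads was 2.70 above the median of the other libraries in log2 CPM. Afp and Apoa1 were among these genes, and 1 of the 20 list genes passed over all genes. An effect of genotype in every placenta stays open, because the median fold over the 6 genes with reads, −0.88 in all libraries, was −0.0835 without that library with a spread of 0.894 (SD) between genes. Placental expression of these genes was not told apart from yolk sac tissue.

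Sfmbt2 had an FVB/n share of 0.3193 in mutant replicate 2 (95% interval 0.299 to 0.340), against 0.0590 to 0.104 in the other mutants. That library alone did not make the difference, since the exact permutation p was 0.0159 with it and 0.0159 without it, at mutant means of 0.132 and 0.0846. Tissue of the FVB/n dam in that library is argued against, because the other paternally expressed genes had an FVB/n share only 0.0142 higher there than in the other libraries. A genotype effect shared by genes imprinted without germline DNA methylation stays open, with an exact permutation p of 0.183 over Smoc1 and Phf17. Whether the maternal reads of Sfmbt2 may come from a difference between genotypes is therefore a hypothesis, and it did not pass over all genes.

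Smchd1 and Myl12a gave a few reference reads in mutant replicate 3 where the other mutants had fewer. The FVB/n share of Smchd1 there was 0.9677 (95% interval 0.888 to 0.996, 62 reads) and that of Myl12a 0.9655 (95% interval 0.960 to 0.970, 5422 reads). Phf17 had an FVB/n share of 0.3548 in wildtype replicate 2 (95% interval 0.192 to 0.546, 31 reads).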

How the results depend on the processing

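The settings without wildtype replicate 1 and mutant replicate 1 together, without SNPs at 7500 reads, without Sfmbt2 and without Cyp1a1 were chosen after seeing the data. Of the alternative values of the main results, 134 stayed the same, 26 moved, 2 passed the threshold only under the alternative and 0 reversed. A count stayed the same within a fixed ratio of the main count, and a list median within the SD of random list medians. Allele shares were judged by direction and side of the threshold. A list median near 0 could therefore change sign and count as the same, as in the Kcnq1 cluster (−0.00296, and 0.00282 with 1 FPKM added). For genes named singly and list levels per library, 629 stayed the same, 5 moved and 2 passed only under the alternative. Of these, 0 reversed and 64 were no longer past the threshold. Adding 1 FPKM gave list medians of 0.28 (Snrpn cluster), 0.18 (macrophage), −0.60 (yolk sac) and −0.13 (aryl hydrocarbon response), since it shrinks changes of weakly expressed genes. A floor of 1 FPKM gave 0.0618 (Kcnq1 cluster) and −1.16 (yolk sac). Allelic shifts of genes outside the window numbered 1 by limma on the shares, 1 by limma on the log2 odds, 1 with chromosome 17 counted apart and 2 to 6 with a library left out. Those of SNPs numbered 19 at 5 reads, 26 without both libraries named above and 9 to 31 with a library left out. Genes called by reads over SNPs numbered 20 by DESeq2, 4 with the deepest SNP alone and 3 to 10 with a library left out. The difference in silent-allele share was 0.0649 over maternally expressed genes at an expected share of 0.7 or more, where Slc22a3 decides it (0.0194 without it), and 0.0236 over paternally expressed genes at 20 reads, against 0.00249 at 5 reads, 0.00679 without Sfmbt2 and 0.00826 without mutant replicate 2. Other causes of these moves were not tested. No paired analysis was possible because the labels give no replicate numbers that tie libraries of the genotypes together. Depth limits small shifts, since a change of 0.1 in share was recovered for 57% of simulated genes with intermediate shares. Expression without SNPs has no value per library.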

Other observations

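The splits of the libraries for reads over SNPs and the values of genes given here singly were chosen after the results were seen. Mmp12 and Mmp1a, neighbours on chromosome 9 with Mmp10 and Mmp1b, were higher in mutants in the authors' deposited table, and Mmp10 stood at 0.646 against 0.341 FPKM and Mmp1b at 0.994 against 0.551 FPKM there, without a call. Serpina1b, an antiprotease on the yolk sac list, went the other way from that list, at 11.4 ± 10.9 CPM in wildtype and 28.0 ± 9.34 CPM in mutants (SD, n = 5 each), and passed in the edgeR fit without wildtype replicate 1. Among maternally expressed genes, the paternal share of Grb10 was 0.189 ± 0.0371 and 0.244 ± 0.0534 (exact permutation p = 0.0873) and that of Asb4 0.213 ± 0.0516 and 0.292 ± 0.0856 (exact permutation p = 0.127) in wildtype and mutants (SD, n = 5 each), neither past the threshold.

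The lower FVB/n share of Slc22a3 and Arid1b in mutants was set against what other genes near Airn, the noncoding RNA of the cluster, did. A gain of paternal reads shared over the whole region is argued against by the mean FVB/n share of 30 other genes within 10 Mb of Airn. That mean was 0.397 in wildtype and 0.415 in mutants, which is the opposite direction (exact permutation p = 0.0635). The largest rises were in Zfp758 (0.147) and Zfp944 (0.120), near the end of that region. The nearest genes moved both ways, Igf2r by −0.011, Qk by −0.0188 and Zfp960 by 0.00914, so a gain over a shorter stretch stays open. A strain segment that differs between the genotypes and spans most of these genes is argued against as well. The median absolute difference in FVB/n share over the 30 genes was 0.0183, close to the 0.0198 of all tested genes outside the window. A shorter segment would not move that median, so these values do not decide on it. From these libraries a local effect of genotype on Slc22a3 is left as a hypothesis, since it was found and tested on the same ones. The study also reported the change at Slc22a3 in placentas of the reverse cross, which are not among the files analysed here. Arid1b lies outside the cluster, and whether its smaller shift is linked to that of Slc22a3 was not tested.

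Other divisions of the 10 libraries into 5 and 5 were run for each count. For allelic shifts of genes, 2 of 100 splits, the real one included, gave a count as large as the real 4. Such a count was rare, but the highest other split gave 9, so chance is not excluded for that count, which does not judge the genes singly. For SNPs, 2 of 40 splits reached the real 12 and the highest other gave 18, so chance cannot be excluded for that count. For genes called by reads over SNPs, 4 of 100 splits reached the real 8, which is also a small share. The highest others gave 159 and 112, many times the real count, so chance is not excluded there either. Such counts point to a structure of the samples. The 48 other splits that kept wildtype replicate 1 and mutant replicate 1 together held 3 counts as large, and the 51 that parted them gave at most 0. The real split parts them.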
